A study of Homo sapiens with 3 samples.

How the data were processed

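RNA of single cells from xenograft tumours was measured in 3 libraries, 1 for each of the groups control, E2 and E2+ICI. Per the labels' protocols, the libraries were made with the 10x Chromium 3' v3.1 chemistry, and the cells of 2 biological replicates were combined before each library was made. The deposited values are UMI counts per gene and barcode that the authors made with Cell Ranger 4.0.0, per the file headers, with no normalization. Gene names carry hg19 and mm10 prefixes, so the reads had been assigned to a combined human and mouse reference. The aligner settings and the annotation release were not stated. The values were checked to be whole numbers. The lowest UMI total of a barcode was 520 in the control library, 510 in the E2 library and 500 in the E2+ICI library, so droplets with fewer UMIs were not analysed here. Reads were not realigned, and no genome coordinates were used.

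A barcode was called human when human genes held at least 90% of its UMIs, mouse when they held at most 10%, and was otherwise left out as mixed. Cells needed at least 500 genes of their own species and under 20% mitochondrial UMIs. Doublets within a species were scored with Scrublet as implemented in Scanpy, on a wider set of barcodes than those kept: at least 75% of UMIs from the species, at least 200 genes and no mitochondrial maximum. This set took in mixed barcodes. Its automatic threshold was used when it marked at least 0.5% of the barcodes scored, and otherwise the highest scoring 0.8% per 1000 barcodes were removed. The threshold marked 0% of human barcodes in the control library, 0.0228% in the E2 library and 0% in the E2+ICI library, so the fixed share was used and 127 of 3986, 154 of 4385 and 367 of 6774 scored barcodes were marked. Of these, 58, 76 and 257 passed the other filters and were removed as human doublets. On the mouse side, 113 of 3758 scored barcodes were marked by the fixed share in the control library, and 10 of 886 and 12 of 1028 by the automatic threshold in the E2 and E2+ICI libraries. Of these, 19, 0 and 1 passed the other filters and were removed.

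Depth differed between libraries. The kept human cells held 107424910, 91866636 and 121588656 UMIs in the control, E2 and E2+ICI libraries, and the kept mouse cells 2147036, 1112938 and 1475046. The 10 genes with the most UMIs held 18.0%, 17.7% and 16.7% of the human UMIs. UMIs were summed over human cells, CPM was taken over all human genes, and log2 ratios were computed with a pseudocount of 1 CPM, always as the first group over the second. Intervals at the 95% level were exact Poisson for sums, exact conditional binomial for ratios without pseudocount, and exact Clopper-Pearson for shares. Intervals of list medians and cluster distances came from 1000 random draws. A count of 0 was given the limit of 3 counts. With 1 library per group, no test between groups was run and no p-value was computed.

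The following choices were made before the data were examined: the filters, the panel of 15 genes, the gene lists, the marker lists, the rule for naming genes and the alternatives, apart from those named here as added. The named genes were the panel genes and, for each comparison, the 5 with the largest and the 5 with the smallest log2 ratio among genes with a mean of at least 20 CPM that were not mitochondrial or ribosomal protein genes. The 3 members of each estrogen list with the largest change for E2 over control were also named. Of the panel, 1 gene is not reported here. In mouse cells the rule named the 6 mouse panel genes and the 3 largest and 3 smallest ratios in the most numerous class, for E2 over control and for E2+ICI over E2. The lists covered estrogen-induced and estrogen-lowered genes, S phase, G2/M phase, interferon response, hypoxia, dissociation stress and mesenchymal genes. Of the 43 S-phase genes 41 were matched by symbol, and of the 54 G2/M genes 53. The median of each list was placed among 10000 random lists of the same size matched on mean expression. This percentile describes these libraries only. A mouse interferon list of 10 genes was added after the human list had been seen.

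For shares of positive cells and for phases, each human cell was thinned at random to 3000 UMIs and shallower cells were left out. Phases were scored with Scanpy on all libraries together. Clustering used 2000 variable genes, 20 principal components, 15 neighbours and the Leiden method at resolution 0.5. In human cells, mitochondrial and ribosomal protein genes and genes differing over 1.5-fold between any pair of libraries were left out of it. Mouse clusters were named from the marker lists, and a name needed at least 3 detected markers of a class. This number did not always give a name. At the species threshold of 75%, a cluster of 103 cells with 3 macrophage and 2 dendritic markers stayed unnamed. The detection limits and the rule that kept 1 cluster of 19 cells out of the mammary epithelial class were set after seeing the clusters.

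Each result was recomputed with 1 choice changed at a time. The alternatives were species thresholds of 75% and 98%, minimums of 200 and 1000 genes, no mitochondrial maximum or 10%, doublets kept, CPM without mitochondrial and ribosomal protein genes, TMM scaling from edgeR, DESeq2 size factors, the mean of per-cell CPM, subtraction of ambient human RNA estimated from mouse cells, and pseudocounts of 0.1 and 10 CPM. Others were a minimum mean of 5 CPM for list genes and of 50 CPM for named genes, thinning to 1500 or 6000 UMIs or none, a Leiden resolution of 1, 40 principal components and clustering on all variable genes. Alternatives added after seeing the data were species by majority of UMIs, a minimum of 5000 UMIs, a mitochondrial maximum of 40%, and the species threshold of 75% for mouse classes. The TMM factors were 0.991, 0.933 and 1.08 for control, E2 and E2+ICI, and the DESeq2 size factors 1, 0.810 and 1.22. The ambient subtraction removed 0.934%, 1.57% and 1.97% of the human UMIs.

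The procedure was tested on simulated data in which 200 genes were changed. Of these, 92.5% for E2 over control, 94.0% for E2+ICI over E2 and 91.5% for E2+ICI over control were recovered within 0.25 log2. The test covered 4940, 5006 and 5067 genes in the same order, those above the minimum mean CPM for named genes. ESR1, GREB1 and TFF1 lay below that minimum, so recovery at their level was not tested. Without pseudocount the log2 ratio of GREB1 for E2 over control was 1.61, against 0.99 with it. The 10 genes with the largest ratios were all changed genes, and 3.5%, 4.0% and 3.0% of 200 random lists fell outside the middle 95%. Tools were Python 3.11.15, NumPy 2.4.6, SciPy 1.17.1, pandas 2.3.3, Scanpy 1.11.5, scikit-learn 1.9.0, leidenalg 0.10.2, igraph 0.11.9, matplotlib 3.10.9, R 4.3.3, edgeR 4.0.16 and DESeq2 1.42.0.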

Results

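Single-cell RNA was measured in GS1, a breast cancer xenograft derived from a patient tumour and passed in mice. The tumour is of a luminal-B-like type whose growth is sped up by estrogen but does not require it. Pieces were grown in the mammary fat pads of ovariectomized mice that lack functional lymphocytes and the common gamma chain of cytokine receptors. A control group received no estrogen. A second group (E2) carried a pellet with 1 mg of 17β-estradiol from implantation onward. The third group (E2+ICI) carried the same pellet and was injected once a week from week 10, for 4 weeks, with 5 mg of ICI, the estrogen receptor antagonist also known as fulvestrant. Control and E2 mice were given the saline vehicle. Tumours were taken in week 16, and the cells of 2 tumours per group were mixed before 1 droplet library was made. Each group therefore had 1 library, and no difference described here has a replicate check. The control matrix held 226403468 unique molecular identifiers (UMIs) in 11171 barcodes, the E2 matrix 207364573 in 6706, and the E2+ICI matrix 221224750 in 8546. The median barcode held 2372, 12597.5 and 4394 UMIs in the same order. All intervals are 95% intervals and cover counting error only.

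The first question was how much of each library came from the tumour and how much from the host mouse. Human genes held 93.8% of the UMIs in the control library, 97.8% in the E2 library and 97.9% in the E2+ICI library. Barcodes were called human when human genes held at least 90% of their UMIs, mouse when they held at most 10%, and mixed in between. The control library had 3704 human, 236 mouse and 7231 mixed barcodes. The E2 library had 4270, 74 and 2362, and the E2+ICI library 6672, 142 and 1732. Mixed barcodes thus made up 64.7% of the control library, 35.2% of the E2 library and 20.3% of the E2+ICI library, with medians of 2005, 1743 and 2030 UMIs. After the filters on genes, mitochondrial UMIs and doublets, 1775 human and 203 mouse cells remained in the control library, 2047 and 68 in the E2 library, and 4130 and 133 in the E2+ICI library. Human cells were 89.7% of these cells in the control library (exact binomial interval 88.3% to 91.0%), 96.8% in the E2 library (95.9% to 97.49%) and 96.9% in the E2+ICI library (96.3% to 97.4%). These shares rest on leaving out the mixed barcodes. When each barcode was instead given to the species with the majority of its UMIs, an alternative chosen after seeing the data, the human share became 30.3%, 64.1% and 77.6%.

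**Figure D1:**
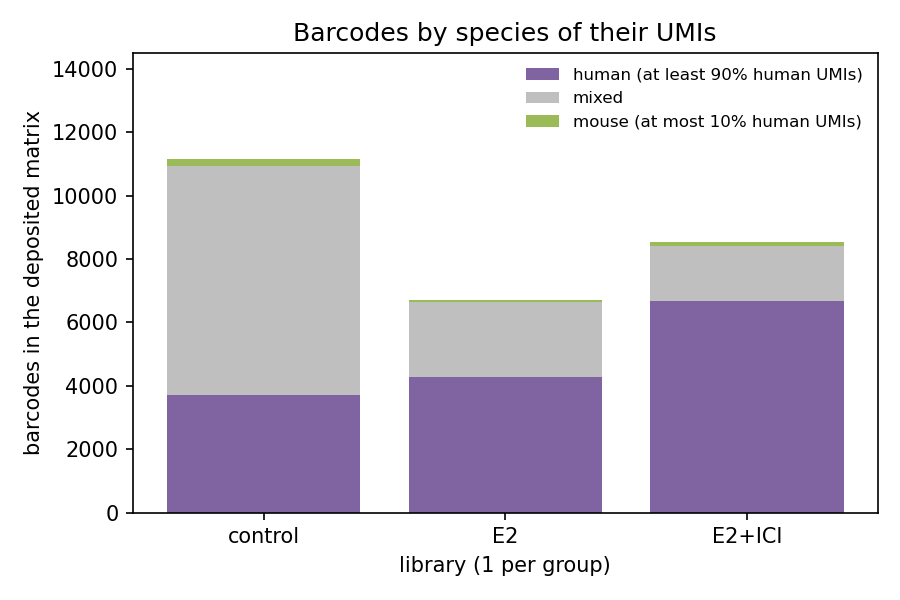
Stacked bars give the number of barcodes (y axis) in each library (x axis, 1 per group), split into human, mixed and mouse barcodes. The mixed part is 7231 of 11171 barcodes in the control library, 2362 of 6706 in the E2 library and 1732 of 8546 in the E2+ICI library.

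The kept human cells differed in depth. They held 107424910 UMIs in the control library, 91866636 in the E2 library and 121588656 in the E2+ICI library. The median human cell had 57529, 48532 and 5952.5 UMIs and 6597, 6060 and 1882 genes. Cells under 5000 UMIs were 28.6%, 23.4% and 47.2% of the kept human cells. Of the human barcodes with at least 500 genes, 45.7% in the control library, 48.6% in the E2 library and 27.2% in the E2+ICI library were left out because mitochondrial genes held 20% or more of their UMIs.

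The comparison of E2 with control asked what estradiol changed in the tumour cells. The level of a gene was its UMIs per 1e+06 human UMIs (CPM), summed over human cells, and a log2 ratio was computed on CPM + 1. The estrogen receptor gene ESR1 (ENSG00000091831) had 676 UMIs and 6.29 CPM in the control library (exact Poisson interval 5.83 to 6.79) and 282 UMIs and 3.07 CPM in the E2 library (2.72 to 3.45), a log2 ratio of -0.84. The alternative that moved this value most was a pseudocount of 10 CPM, which gave -0.32. Genes that estrogen raises in receptor-positive cell lines moved apart. GREB1 (ENSG00000196208) went from 0.931 CPM (0.757 to 1.13) to 2.84 CPM (2.51 to 3.21), a log2 ratio of 0.99. TFF1 (ENSG00000160182) went from 6.47 CPM (5.998 to 6.97) to 1.94 CPM (1.66 to 2.24), a log2 ratio of -1.35. AREG (ENSG00000109321) went from 22.8 CPM (21.9 to 23.7) to 3.64 CPM (3.26 to 4.05), a log2 ratio of -2.36. The progesterone receptor gene PGR (ENSG00000082175) had 10 UMIs in the control library and 18 in the E2 library, and its interval for the ratio included no change. The proliferation gene MKI67 (ENSG00000148773) was at 51.2 CPM (49.9 to 52.6) and 63.9 CPM (62.3 to 65.6), a log2 ratio of 0.31.

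Other panel genes described the luminal and basal character of the cells. ERBB2 (ENSG00000141736) was at 49.6 CPM in the control library and 17.7 CPM in the E2 library, a log2 ratio of -1.44. FOXA1 (ENSG00000129514) fell by 1.66 on the log2 scale from 16.0 CPM, and GATA3 (ENSG00000107485) fell by 0.41 from 187 CPM. The luminal keratin genes KRT8 (ENSG00000170421) and KRT18 (ENSG00000111057) fell by 0.68 from 664 CPM and by 0.78 from 803 CPM. Among the basal keratin genes, KRT14 (ENSG00000186847) rose from 317 to 989.7 CPM, a log2 ratio of 1.64, while KRT5 (ENSG00000186081) went from 165 to 132 CPM, a ratio of -0.32. EPCAM (ENSG00000119888) rose from 488 to 725 CPM, a ratio of 0.57. Each of these genes kept its direction for E2 over control under all 16 alternatives.

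**Figure D2:**
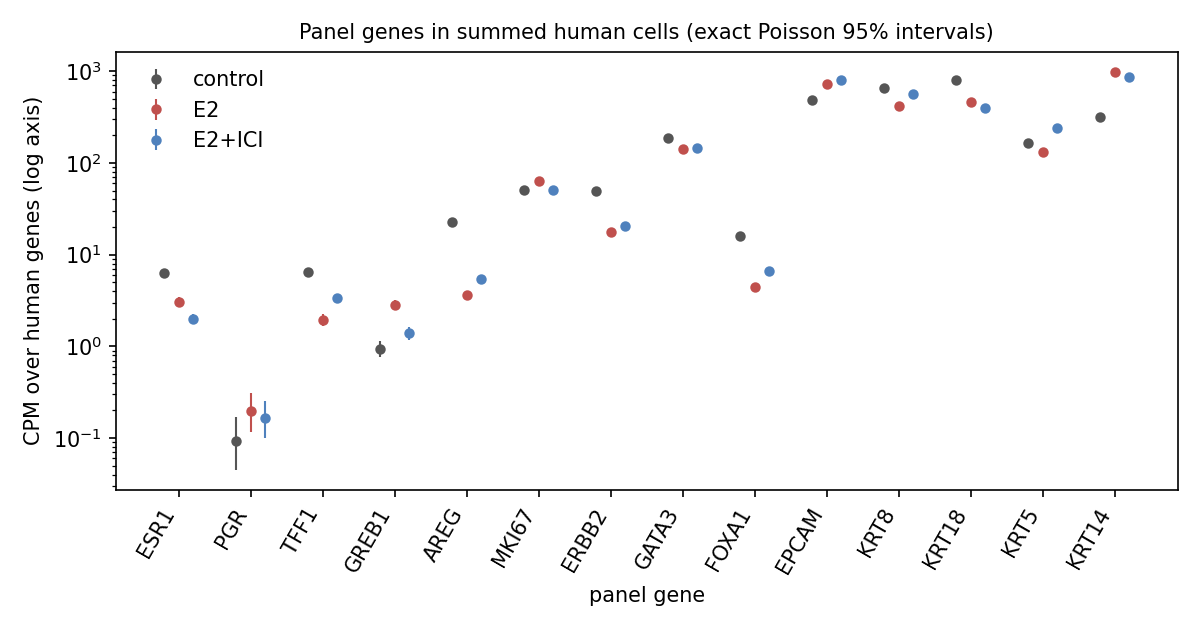
Points give the CPM of each panel gene reported here (x axis) in the summed human cells of the 3 libraries on a log axis (y axis), with exact Poisson 95% intervals as vertical lines, mostly smaller than the points. ESR1 stands at 6.29 CPM in the control library, 3.07 CPM in the E2 library and 1.99 CPM in the E2+ICI library.

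Over 4940 genes with a mean of at least 20 CPM, the median log2 ratio of E2 over control was 0.04, and the middle 90% of genes lay between -1.06 and 0.94. The genes with the largest ratios were MARCO (ENSG00000019169), from 4.14 to 204 CPM with a log2 ratio of 5.32, BCL2A1 (ENSG00000140379), from 4.71 to 165 CPM with 4.87, and CXCL10 (ENSG00000169245), from 3.09 to 112 CPM with 4.79. TNFRSF11B (ENSG00000164761) followed, from 28.5 to 726 CPM with 4.62, and SAA1 (ENSG00000173432), from 16.4 to 411 CPM with 4.57. The smallest ratio belonged to S100A8 (ENSG00000143546), which fell from 763 CPM (758 to 769) to 1.64 CPM (1.39 to 1.93), a log2 ratio of -8.18. The mouse cells of the control library, which held 28876 UMIs of mouse S100a8, gave 56 UMIs of the human gene. S100A7 (ENSG00000143556) fell from 239 to 0.196 CPM with a ratio of -7.65, and S100A9 (ENSG00000163220) from 1454 to 27.6 CPM with -5.67. RRAD (ENSG00000166592) fell from 80.01 to 0.403 CPM with -5.85, and RGS4 (ENSG00000117152) from 51.3 to 0.163 CPM with -5.49. The choice of these 10 genes was recomputed under 7 alternatives, none of which changed the cell filters. Among these alternatives a pseudocount of 10 CPM moved the choice most, with 7 of the genes still among the 10.

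Gene lists were compared next. The median of 32 estrogen-induced genes was -0.15 for E2 over control (interval -0.24 to -0.06), with 15 genes higher and 17 lower and a mean of -0.27. This median lay at percentile 7.16 of 10000 random lists of the same size and expression, within their middle 95%. The alternative that moved it most kept only the list genes with a mean of at least 5 CPM and changed its direction, to 0.15. The 3 members with the largest change were AGR2 (ENSG00000106541), from 13.4 to 0.479 CPM with -3.28, STC2 (ENSG00000113739), from 1.47 to 17.4 CPM with 2.90, and AREG. The median of 9 genes lowered by estrogen was -0.79 (-0.97 to -0.63), at percentile 0.16, led by PSCA (ENSG00000167653), from 71.3 to 10.1 CPM with -2.71, ERBB2, and TP53INP1 (ENSG00000164938), from 4.38 to 1.51 CPM with -1.10.

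Other lists were compared in the same way. The median of 12 interferon-response genes was 1.03 (0.98 to 1.07) for E2 over control, at percentile 100 of the random lists. The hypoxia list stood at -1.02 (-1.10 to -0.97), the dissociation stress list at -1.19 (-1.21 to -1.18) and the mesenchymal list at -1.32 (-1.39 to -1.20), each at percentile 0. The mesenchymal genes together held 3045 CPM in the control library and 2979 CPM in the E2 library, so the fall of the median was not seen in their sum. The lists of S-phase and G2/M-phase genes stood at 0.17 (0.13 to 0.21; percentile 96.0) and 0.09 (0.08 to 0.13; percentile 77.9), both within the middle 95% of random lists.

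**Figure D3:**
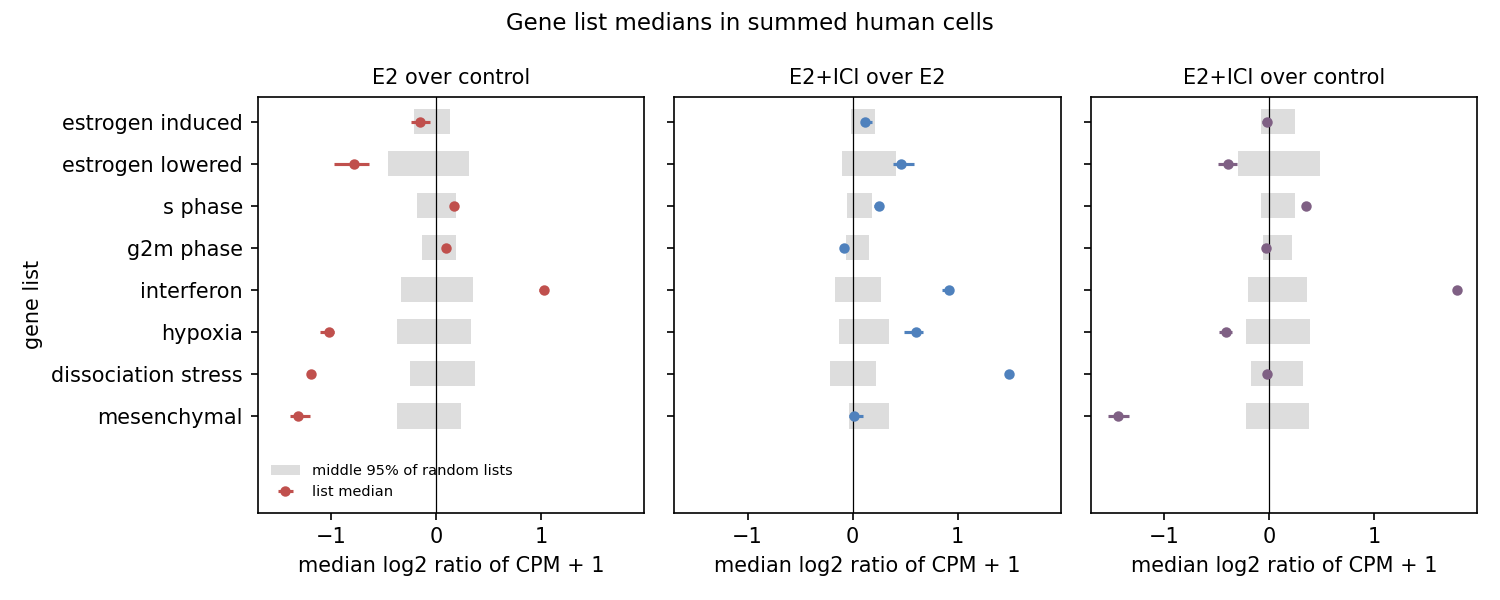
Points give the median log2 ratio of CPM + 1 (x axis) of each gene list (y axis) in 3 comparisons, with 95% counting intervals as horizontal lines and the middle 95% of 10000 random lists as grey bars. The interferon list lies at 1.03, 0.91 and 1.79, to the right of the grey bar in each comparison.

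The comparison of E2+ICI with E2 asked what the antagonist changed in tumours that had the pellet. Dosing for 4 weeks from week 10 had ended when the tumours were taken in week 16. An effect that had faded by then cannot be told apart from no effect. The scaling mattered here more than elsewhere. The median of 5006 genes was 0.03 in CPM but -0.17 with TMM factors and -0.15 with DESeq2 size factors, and the values below are in CPM. For E2+ICI over control the same factors moved the median of 5067 genes from 0.08 to -0.04 and -0.02. ESR1 had 242 UMIs and 1.99 CPM in the E2+ICI library (1.75 to 2.26), a log2 ratio of -0.44 over E2. GREB1 was at 1.38 CPM (1.18 to 1.61), a ratio of -0.69. TFF1 was at 3.37 CPM (3.05 to 3.71) with 0.57, AREG at 5.46 CPM (5.05 to 5.89) with 0.48, and FOXA1 at 6.58 CPM (6.13 to 7.05) with 0.49. A mitochondrial maximum of 10% changed the direction of AREG, to -0.0084. PGR had 20 UMIs, and its interval for the ratio included no change. MKI67 was at 50.3 CPM (49.0 to 51.5), a ratio of -0.34. KRT5 rose to 241 CPM (238 to 244) with 0.87, KRT8 to 567 CPM (562 to 571) with 0.45, and KRT18 and KRT14 stood at -0.21 and -0.18. ERBB2 was at 20.5 CPM (19.7 to 21.3) with 0.20, a direction that changed to -0.09 in the mean of per-cell CPM. EPCAM and GATA3 stood at 0.15 and 0.04, and with TMM factors at -0.06 and -0.17, beside a median gene at -0.17.

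Among 5006 genes the middle 90% of log2 ratios for E2+ICI over E2 lay between -0.52 and 0.75. C2orf82 (ENSG00000182600) had the largest ratio, from 1.62 CPM (1.37 to 1.90) to 201 CPM (199 to 204), or 6.27. S100A7 rose to 48.4 CPM with 5.37, SCGB3A1 (ENSG00000161055) from 0.327 to 47.2 CPM with 5.18, PTN (ENSG00000105894) from 1.34 to 80.4 CPM with 5.12, and S100A8 to 49.6 CPM with 4.26. The smallest ratio belonged to TNFRSF11B, which fell to 91.5 CPM (89.8 to 93.3), or -2.97. AXL (ENSG00000167601) fell from 37.4 to 7.47 CPM with -2.18, SMYD3 (ENSG00000185420) from 116 to 31.8 CPM with -1.84, TPST1 (ENSG00000169902) from 80.3 to 22.1 CPM with -1.81, and CALB2 (ENSG00000172137) from 529 to 161 CPM with -1.71. With a minimum mean of 50 CPM, 5 of these 10 genes were still among the 10.

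The estrogen-induced list had a median of 0.11 (0.08 to 0.19) for E2+ICI over E2, at percentile 68.9 of random lists, a direction that changed in the mean of per-cell CPM, to -0.02, and with a mitochondrial maximum of 10%, to -0.05. In CPM, 22 of its genes were higher and 10 lower. The estrogen-lowered list stood at 0.46 (0.38 to 0.58; percentile 98.7). The interferon list rose again, by 0.91 (0.85 to 0.94; percentile 100). The dissociation stress list stood at 1.49 (1.47 to 1.51; percentile 100) and the hypoxia list at 0.60 (0.49 to 0.67; percentile 99.96), while the mesenchymal list, with 6 genes higher and 6 lower, had a median of 0.01 (-0.04 to 0.10) and a mean of -0.03. The direction of its median changed in 6 of 17 alternatives, and its summed level went from 2979 to 2901 CPM. The S-phase list stood at 0.25 (0.20 to 0.27; percentile 99.8) and the G2/M list at -0.08 (-0.11 to -0.05; percentile 0.70). Their directions changed under a mitochondrial maximum of 10% for the S-phase list, to -0.0089, and without a mitochondrial maximum for the G2/M list, to 0.07.

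The comparison of E2+ICI with control asked whether the antagonist returned pellet-bearing tumours to the state without estrogen. The end of dosing before collection limits this comparison as well. ESR1 stood at -1.29, TFF1 at -0.77, AREG at -1.88, ERBB2 at -1.23, FOXA1 at -1.17, KRT18 at -0.99, GATA3 at -0.37 and KRT8 at -0.23. GREB1 stood at 0.30, KRT14 at 1.46 and EPCAM at 0.72. KRT5 stood at 0.54, and at -0.28 in the mean of per-cell CPM. MKI67, at -0.03, and PGR had intervals that included no change. Over 16 alternatives MKI67 ranged from -0.34, in the mean of per-cell CPM, to 0.15, so its direction was not settled. The middle 90% of 5067 genes lay between -0.86 and 1.00. The largest ratios belonged to C2orf82 with 5.64, PTN with 5.63, BCL2A1 with 5.06, and MARCO and CXCL10 with 4.82 each. The smallest belonged to RGS4, MME (ENSG00000196549), RRAD, DIO2 (ENSG00000211448) and CASP14 (ENSG00000105141). RGS4 had 3 UMIs in the E2+ICI library against 5515 in the control library, a log2 ratio of -5.67, or -11.02 without pseudocount (-13.30 to -9.47). MME went from 53.6 to 0.798 CPM with -4.92, RRAD to 2.33 CPM with -4.61, DIO2 from 51.7 to 1.28 CPM with -4.53, and CASP14 from 41.8 to 0.929 CPM with -4.47. With a minimum mean of 50 CPM, 4 of these 10 genes were still among the 10. The estrogen-induced list stood at -0.02 (-0.07 to 0.00; percentile 11.9) and the estrogen-lowered list at -0.40 (-0.49 to -0.31; percentile 0.875). The interferon list reached 1.79 (1.76 to 1.81; percentile 100), the mesenchymal list -1.44 (-1.53 to -1.34; percentile 0), the hypoxia list -0.42 (-0.48 to -0.35; percentile 0.17) and the S-phase list 0.35 (0.31 to 0.38; percentile 99.98). The G2/M list, at -0.03 (percentile 6.79), and the dissociation stress list, at -0.02 (percentile 26.0; mean 0.08), lay within the middle 95% of random lists, and both changed direction without a mitochondrial maximum, to 0.06 and 0.05. The dissociation stress list ranged from -0.59, with a mitochondrial maximum of 10%, to 0.05 over 17 alternatives.

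Cells with at least 1 ESR1 UMI were counted after each human cell had been thinned to 3000 UMIs, which left out 448 shallower cells in the control library, 429 in the E2 library and 1495 in the E2+ICI library. The share was 20 of 1327 cells (1.51%, 0.923% to 2.32%) in the control library, 16 of 1618 (0.989%, 0.566% to 1.60%) in the E2 library and 7 of 2635 (0.266%, 0.107% to 0.547%) in the E2+ICI library. Without thinning it was 22.3%, 12.0% and 4.89%, at median depths of 57529, 48532 and 5952.5 UMIs; this was the alternative that moved the share most. Mouse cells, which lack the human gene, had a median of 507, 611 and 552 human UMIs and gave 1 of 203 cells (0.493%, 0.0125% to 2.71%) in the control library, 0 of 68 in the E2 library, which allows a share of up to 4.41%, and 0 of 133 in the E2+ICI library, which allows up to 2.26%. The thinned share of each library lay below the upper end or limit for its mouse cells, which were too few and not thinned, so that comparison does not settle whether it is background. In unthinned droplets the intervals for human cells began at 20.3%, 10.6% and 4.25%, above the upper end of 2.71% for control mouse cells and the limits of 4.41% and 2.26% for the others. PGR was found in 2 thinned control cells, in 0 of 1618 in the E2 library and in 0 of 2635 in the E2+ICI library. Without thinning, PGR was found in 0.507%, 0.830% and 0.484% of human cells, and in 0, 0 and 1 mouse cells. MKI67 was found in 10.0% (8.46% to 11.8%) of thinned control cells, 13.9% (12.3% to 15.7%) of E2 cells and 8.77% (7.71% to 9.91%) of E2+ICI cells, against 4 of 203, 3 of 68 and 3 of 133 mouse cells. The unthinned shares of MKI67 were 30.8%, 44.2% and 24.4%.

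Phases were assigned from the S-phase and G2/M lists in the same thinned cells. A cell was counted in S or G2/M unless both of its scores were negative. The level of the shares follows from that cutoff and is not a measured fraction of dividing cells. Cells in S or G2/M were 58.0% (55.2% to 60.6%) of 1327 control cells, 68.7% (66.3% to 70.9%) of 1618 E2 cells and 68.1% (66.3% to 69.9%) of 2635 E2+ICI cells. S-phase cells were 26.5%, 28.2% and 35.8%, and G2/M cells 31.5%, 40.4% and 32.3%. The unthinned shares were 51.5%, 65.0% and 62.4%. Leaving out the mitochondrial maximum moved the shares most, to 43.9%, 57.1% and 57.5%. The summed level of the G2/M list was 4325 CPM in the control library, 4548 in the E2 library and 4398 in the E2+ICI library.

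Whether the estrogen-induced list differed between cells with and without a detected ESR1 UMI was limited by depth. After thinning, the ESR1-positive cells held 60000, 48000 and 21000 UMIs in all, and the list median of positive over negative cells was -0.59 (-1.34 to -0.33), -0.27 (-0.86 to -0.06) and -1.17 (-2.14 to -0.96) in the control, E2 and E2+ICI libraries, while the list's summed CPM was higher in positive cells by 0.07, 0.10 and 0.34 on the log2 scale. With so few UMIs, a list gene with 0 UMIs in positive cells gives a ratio at or below 0 by construction. Its redrawn count also stays at 0, so the intervals do not cover this. The sign of these thinned medians therefore does not tell whether the list was lower in positive cells. The thinned ratio of E2 over control in positive cells had a median of 0 with an interval of 0 to 0, and carried no information. Lowering the pseudocount to 0.1 CPM moved the E2+ICI value most, to -3.39. Without thinning, the medians were -0.04 (-0.08 to 0.01), -0.02 (-0.04 to 0.01) and 0.03 (-0.03 to 0.08), so no difference in the median was detectable and its direction changed in the E2+ICI library. The list's summed CPM was then 1893 in positive and 1942 in negative control cells, 1603 and 1608 in E2 cells, and 1749 and 1636 in E2+ICI cells, log2 ratios of -0.037, -0.0048 and 0.096. In the unthinned cells the ratio of E2 over control was -0.15 (-0.24 to 0.01) in positive and -0.20 (-0.27 to -0.07) in negative cells, with overlapping intervals. For E2+ICI over E2 it was 0.097 (0 to 0.198) in positive and 0.133 (0.083 to 0.188) in negative cells. For E2+ICI over control the directions differed, with 0.029 (-0.030 to 0.064) in positive and -0.101 (-0.143 to -0.007) in negative cells. Those intervals also overlapped. Depth was not held equal without thinning. In the control library, 395 positive cells held 42864693 UMIs and 1380 negative cells held 64560217.

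Human cells of the 3 libraries fell into 10 clusters after genes that differed over 1.5-fold between libraries had been left out of the clustering. The distributions over clusters differed by a total variation distance of 38.3% (35.8% to 41.4%) between E2 and control, 46.3% (44.1% to 48.7%) between E2+ICI and E2, and 45.6% (43.4% to 48.2%) between E2+ICI and control. Pairs of samples of the same sizes drawn at random from the pooled cells of both libraries gave middle 95% ranges that ended at 5.48%, 4.60% and 4.77%. Using all variable genes moved the distances most, to 71.4%, 69.8% and 68.0%. Cluster 6 held 36.2% of control cells (34.0% to 38.5%), 2.78% of E2 cells and 0.920% of E2+ICI cells. Cluster 3 held 9.58%, 37.2% (35.1% to 39.3%) and 10.9%, and cluster 4 held 2.70%, 1.61% and 20.9% (19.6% to 22.1%). Each of these clusters came mostly from 1 library, and such a cluster may be that library rather than a kind of cell. Clusters 1, 2 and 8 consisted of barcodes with few UMIs, with medians of 1115.5, 3619 and 2815, and a median mitochondrial share of 1.26% to 1.42%. Cluster 2 held 5.58%, 7.13% and 27.9% of the cells. Cluster 9, of 138 cells, shared 131 of its barcodes with another of the 3 libraries.

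The mouse cells were compared to describe the host cells of each tumour. Neutrophil-like cells were 105 of 203 mouse cells in the control library (51.7%, 44.6% to 58.8%), 5 of 68 in the E2 library (7.35%, 2.43% to 16.3%) and 25 of 133 in the E2+ICI library (18.8%, 12.5% to 26.5%). This order rested on the species threshold. When barcodes with up to 25% human UMIs were also taken as mouse, which was chosen after seeing the data and admitted many of the mixed barcodes, the shares became 23.2%, 70.3% and 17.7% of 3459, 744 and 898 cells. Unnamed cells were then 71.5%, 19.2% and 75.9%, so these shares rested on the marker rule as well. Of the unnamed clusters, 2 came closest to the neutrophil class with 1 marker each, and held 18.4% and 5.09% of control, 6.72% and 1.88% of E2, and 18.5% and 26.6% of E2+ICI cells. Macrophage-like cells were 12.8% (8.54% to 18.2%), 35.3% (24.1% to 47.8%) and 18.8% (12.5% to 26.5%), and endothelial-like cells 11.8% (7.72% to 17.1%), 25.0% (15.3% to 37.0%) and 4.51% (1.67% to 9.56%). Fibroblast-like cells, in which 5 mural-cell markers were detected beside 7 fibroblast markers, were 14.8%, 14.7% and 6.77%. A cluster of 79 cells led by Chil3, Ly6c2 and Ccr2 had fewer than 3 markers of any class and stayed unnamed, with 7.88% of control, 5.88% of E2 and 44.4% of E2+ICI mouse cells. A cluster of 19 cells with mammary epithelial markers was led by Slpi, Msln, Clu and Upk3b and was kept unnamed by a rule set after seeing the clusters. It held 0.985%, 11.8% and 6.77% of the mouse cells.

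**Figure D4:**
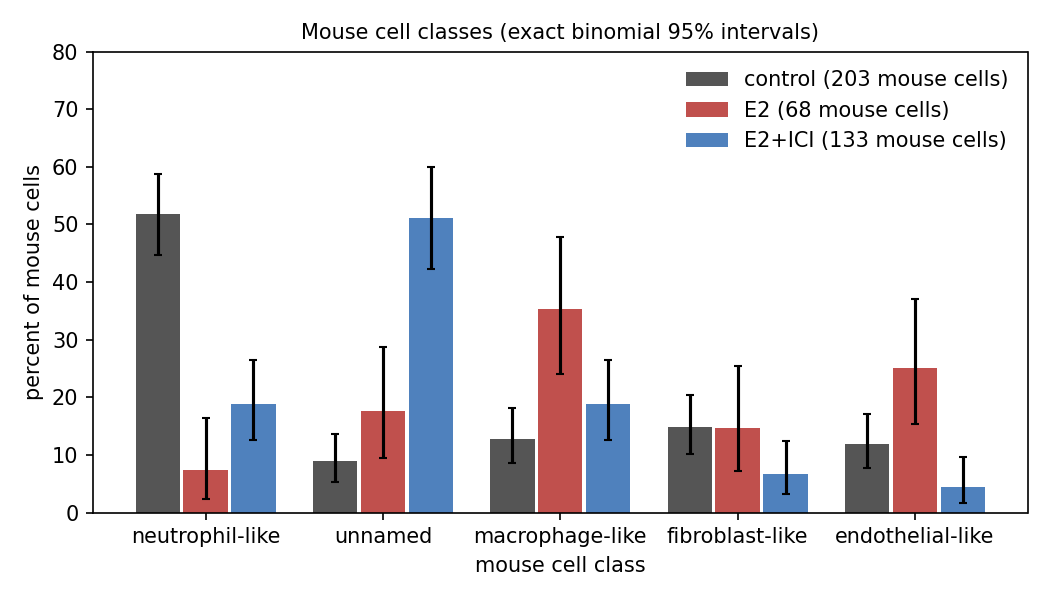
Bars give the percentage of mouse cells (y axis) in each class (x axis) for the 3 libraries, with exact binomial 95% intervals as error bars. Neutrophil-like cells are 51.7% of 203 mouse cells in the control library, 7.35% of 68 in the E2 library and 18.8% of 133 in the E2+ICI library.

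In the neutrophil-like cells, the most numerous named class, the estrogen-related mouse genes could hardly be measured. The class held 562272 mouse UMIs in the control library, 33664 in the 5 cells of the E2 library and 180706 in the E2+ICI library. Pgr (ENSMUSG00000031870), Greb1 (ENSMUSG00000036523), Igf1 (ENSMUSG00000020053) and Cxcl12 (ENSMUSG00000061353) had 0 UMIs in each, which allows up to 5.34, 89.1 and 16.6 CPM. Esr1 (ENSMUSG00000019768) had 1, 1 and 0 UMIs. Areg (ENSMUSG00000029378) had 2, 5 and 6 UMIs, a log2 ratio of 5.04 for E2 over control with an interval without pseudocount of 2.77 to 8.78; a pseudocount of 10 CPM moved it most, to 3.55. The genes picked by the size of the ratio were mostly at or near the limit of the E2 library. Fbp2 (ENSMUSG00000021456), Fras1 (ENSMUSG00000034687) and Hunk (ENSMUSG00000053414) led for E2 over control on 5, 3 and 2 UMIs in the E2 library, and Acadl (ENSMUSG00000026003) and Mettl13 (ENSMUSG00000026694) were lowest with Fbp2 for E2+ICI over E2 on 4 and 3. Il1a (ENSMUSG00000027399), Crip1 (ENSMUSG00000006360) and Hsp90ab1 (ENSMUSG00000023944) had 0 UMIs in the E2 library and 108, 104 and 53 in the E2+ICI library. The hemoglobin genes Hbb-bs (ENSMUSG00000052305), Hba-a1 (ENSMUSG00000069919) and Hbb-bt (ENSMUSG00000073940) had 4420, 4309 and 835 UMIs in the neutrophil-like cells of the control library. They had 0 in the neutrophil-like cells of the other libraries. All were markers of the erythroid class in the marker lists. Hbb-bs was a leading gene of a neutrophil-like cluster of 30 cells, with 24 control, 1 E2 and 5 E2+ICI cells. Whether this RNA came from the neutrophil-like cells themselves was not tested.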

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

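Tests chosen only after the data were seen were species by majority of UMIs, the minimum of 5000 UMIs, the mitochondrial maximum of 40%, and the species threshold of 75% for mouse classes. Over 25 settings, the values that answer a comparison stayed within the counting interval of the reported value 169 times, moved outside it 115 times and changed direction 4 times. Values of other genes and lists stayed within it 756 times, moved 448 times and changed direction 20 times. With so many UMIs these intervals are narrow. No paired analysis was possible because each group had 1 library, and leaving out a library in turn could not be run for the same reason. For the changes below the cause was not tested, except where stated. Values are given in the order control, E2, E2+ICI for shares, and E2 over control, E2+ICI over E2, E2+ICI over control for log2 ratios and cluster distances.

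Over 16 alternatives, ESR1 stayed negative in each comparison, from -1.01 to -0.32, from -1.13 to -0.12 and from -1.675 to -0.44. The interferon list stayed positive over 17 alternatives, from 0.51 to 1.27, from 0.60 to 0.94 and from 1.02 to 1.81. The estrogen-lowered list kept its direction in each comparison over 17 alternatives, with the values given here. The estrogen-induced list did not, and ranged from -0.41 to 0.15, from -0.055 to 0.28 and from -0.30 to -0.0055.

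The species call set the human cell share, because mixed barcodes are by construction left out or taken in. A threshold of 75% gave 34.9%, 73.9% and 82.3%, a threshold of 98% gave 99.4%, 99.95% and 99.95%, and the majority gave 30.3%, 64.1% and 77.6%. The share of cells in S or G2/M was 54.8% in the control library at 75%, and 64.9% and 63.5% in the E2 and E2+ICI libraries at 98%. At 75% the neutrophil-like share was 23.2% in the control library and 70.3% in the E2 library. A minimum of 200 genes gave a neutrophil-like share of 41.3% in the control library. A minimum of 1000 genes gave a human share of 95.9% in the E2+ICI library. A minimum of 5000 UMIs gave human shares of 95.9% and 94.8% in the E2 and E2+ICI libraries, phase shares of 53.1%, 64.4% and 64.6%, cluster distances of 64.7%, 62.4% and 57.2%, and changed the dissociation stress list for E2+ICI over control to 0.0090.

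Without a mitochondrial maximum the human share was 94.1%, 98.3% and 97.7%, ESR1 stood at -0.59 for E2 over control, the phase shares were 43.9%, 57.1% and 57.5%, and the estrogen-induced list stood at 0.067 for E2+ICI over E2. Directions changed for the dissociation stress list over control (0.052) and for the G2/M list over E2 (0.071) and over control (0.056), all for E2+ICI. At 40% the values were -0.62 for ESR1, 47.3%, 60.2% and 58.5% for phases, and 0.069 for the estrogen-induced list, and the same 3 directions changed, to 0.045, 0.070 and 0.055. At 10% the human share was 76.5%, 90.6% and 94.6%, ESR1 stood at -0.40, -1.13 and -1.54, and ESR1-positive cells were 0.461% and 0.427% in the control and E2 libraries. The phase shares at 10% were 50.7%, 65.8% and 61.8%, on 217, 234 and 859 cells. The estrogen-lowered list stood at -1.09, 0.61 and -0.71. The estrogen-induced list changed direction for E2+ICI over E2 (-0.055) and stood at -0.13 over control. Directions also changed for AREG (-0.0084), GATA3 (-0.27) and the S-phase list (-0.0089) for E2+ICI over E2, and for the G2/M list for E2+ICI over control (0.091). The dissociation stress list for E2+ICI over control kept its direction at 10% and moved to -0.59. Keeping doublets gave phase shares of 54.9%, 63.7% and 62.4% and changed the dissociation stress list for E2+ICI over control to 0.0031.

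CPM without mitochondrial and ribosomal protein genes changed GATA3 for E2+ICI over E2 to -0.043 and gave -0.069 for the estrogen-induced list over control. TMM scaling lowered every ratio of E2+ICI over E2 by construction, and EPCAM (-0.063) and GATA3 (-0.17) changed direction. The estrogen-induced list then stood at 0.057 over E2 and -0.13 over control, and the estrogen-lowered list at 0.33 and -0.51. DESeq2 size factors did the same to EPCAM (-0.033) and GATA3 (-0.14), with 0.058 and -0.11 for the estrogen-induced list and 0.34 and -0.49 for the estrogen-lowered list. The mean of per-cell CPM, which weights barcodes with few UMIs as much as others, gave -0.61, -1.06 and -1.675 for ESR1. It changed ERBB2 (-0.090), GATA3 (-0.37) and the estrogen-induced list (-0.020) for E2+ICI over E2, and KRT5 (-0.28) for E2+ICI over control. The estrogen-induced list stood at -0.30 over control, and the estrogen-lowered list at 0.087 over E2 and -0.80 over control.

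List genes with a mean of at least 5 CPM changed the estrogen-induced list for E2 over control to 0.15 and gave 0.021 for E2+ICI over E2. The estrogen-lowered list then stood at -1.25 for E2 over control and -0.81 for E2+ICI over control. Pseudocounts act on low genes by construction. At 0.1 CPM, ESR1 stood at -1.61 for E2+ICI over control, the estrogen-induced list at -0.41 and 0.28 in the first comparisons, the estrogen-lowered list at -1.46, 0.73 and -0.55, and the estrogen-induced list in ESR1-positive over negative E2+ICI cells at -3.39. At 10 CPM, ESR1 stood at -0.32, -0.12 and -0.44, the estrogen-induced list at -0.026 and 0.054, the estrogen-lowered list at -0.17, 0.14 and -0.18, and the contrast of ESR1-positive and negative cells at -0.11, -0.037 and -0.23.

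Thinning to 6000 UMIs gave ESR1-positive shares of 3.68%, 1.93% and 0.969%, phase shares of 53.2% in the control library and 64.4% in the E2+ICI library, and ESR1 class contrasts of -0.24 and -0.057 in those libraries. Without thinning the ESR1-positive shares were 22.3%, 12.0% and 4.89%, the phase shares 51.5%, 65.0% and 62.4%, and the class contrasts -0.045, -0.019 and 0.032, the last with a changed direction. More UMIs per cell raise the share of positive cells by construction. Cluster distances were 54.3%, 52.5% and 52.1% at resolution 1, 44.7%, 58.1% and 52.1% with 40 principal components, and 71.4%, 69.8% and 68.0% on all variable genes, the setting that takes in the genes differing between libraries.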

Other observations

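Tests chosen only after the result was seen were all those on shared barcodes, on barcodes with few UMIs and on mixed barcodes, the tests of the interferon list against the dissociation stress list and against barcodes under 5000 UMIs, and the TMM counts of estrogen-list genes. The limits of 5000 and 20000 UMIs, 5% mitochondrial UMIs, and 1.5-fold and 10-fold depth were also set after exploring the data.

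The libraries shared more barcodes than random draws from the barcode list give. Over the 3 pairs of libraries there were 401 matches, made by 191 distinct barcodes, against 33.5 matches at random. Leakage of deep cells from 1 of these libraries into the others is argued against, since 6.23% of the matches (25 of 401) differed at least 10-fold in UMIs, while 353 were within 1.5-fold. In cluster 9, 94.9% of the 138 cells had a shared barcode, against 0.474% of 7814 cells in the other clusters, and 105 barcodes were in all 3 libraries. Cells of another human library spread evenly over these libraries are a candidate explanation. Genes chosen after their values were seen set the cluster apart, such as STMN2 at 1749 CPM against 0.0127 CPM in cells of the other clusters with at least 5000 UMIs and GAP43 at 1072 against 0.0603 CPM. The matrices do not hold molecule sequences, so shared molecules were not tested, and no biological explanation was tested. The cluster held 0.0364% of the human-cell UMIs.

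Many human barcodes with at least 500 genes had under 5000 UMIs and under 5% mitochondrial UMIs. They were 402 of 3373 such barcodes (11.9%) in the control library, 339 of 4131 (8.21%) in the E2 library and 1656 of 6028 (27.5%) in the E2+ICI library. For empty droplets with free RNA, 3 tests were tried. The mitochondrial share, 1.43% against 5.87% in the human RNA of mouse cells in the E2+ICI library, was set aside because the barcodes had been selected on it. Next, 5.23% of the barcodes with mouse RNA in that library held as many human UMIs as the median of these barcodes, which was undecided against a limit of 5%. Last, the UMIs of the G2/M list had a dispersion of 7.42, 5.12 and 6.37 over these barcodes in the control, E2 and E2+ICI libraries, where sampling gives 1. The human RNA in barcodes with mouse RNA gave 1.62, 1.43 and 1.62. Those barcodes were shallower, with medians of 447, 458 and 451 human UMIs against 1314.5, 1202 and 1780.5. An excess over 1 grows with depth, and depth was not matched. How far the higher dispersion argues against free RNA is therefore not settled. Nuclei without cytoplasm are argued against by MALAT1, whose share had a log2 ratio over cells with at least 20000 UMIs of -0.996 in the control library, -1.15 in the E2 library and -2.54 in the E2+ICI library. NEAT1 stood at -2.55, -0.45 and -3.29 in the same order. Pieces of cytoplasm without nucleus and mitochondria may explain these barcodes, as a hypothesis found and tested on the same data. An effect of the treatment on how cells break stays open and was not tested.

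Mixed barcodes outnumbered the others in the control library. Droplets with 1 human tumour cell and 1 mouse cell are argued against as the whole cause, since 37.6% of its mixed barcodes held as many human UMIs as the human barcode with the fewest, which had 491. For those 37.6%, and for human cells too shallow to be called, such droplets stay open. A deep human cell with a mouse cell may be called human and is not covered by this test. Their median of human UMIs was 446, against 507 in mouse cells of that library, and 89.8% were within 2-fold of it. Neutrophil markers held 11.0%, 15.03% and 9.91% of the mouse UMIs of mixed barcodes in the control, E2 and E2+ICI libraries, against 3.80%, 0.563% and 1.52% in mouse cells. A candidate explanation is mouse cells with little RNA of their own in a background of free human RNA, in which case the mouse class shares in the report cover only part of the host cells. Whether their number follows the treatment was not tested.

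Human S100A8 was far higher in the control library, which also held most of the neutrophil-like mouse cells. Mouse S100a8 reads assigned to the human gene are argued against by the mouse cells of that library, which had 0.194 human UMIs per 100 mouse UMIs (0.146 to 0.252). Human cells held 82014 human and 10918 mouse UMIs of the gene there. Both values were part of the test, and the ratio was taken as the deciding value after the first run. An effect of estradiol and a difference between the tumours stay open.

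The interferon list was higher in the E2 and E2+ICI libraries than in the control library. Handling of the cells, as read by the dissociation stress list, is argued against for the rise over control, since that list stood at -1.19 for E2 over control and -0.02 for E2+ICI over control. From E2 to E2+ICI the stress list rose by 1.49 and the interferon list by 0.91, so handling stays open for that step. Barcodes with few UMIs are argued against as the cause in the summed UMIs, since those under 5000 UMIs held 2.77%, 1.21% and 4.79% of the list UMIs in the control, E2 and E2+ICI libraries. Weighting each barcode equally lowered the list to 0.51 for E2 over control. In the macrophage-like mouse cells, the mouse interferon list stood at 0.63 (0.29 to 1.16; 24 and 26 cells) for E2 over control and at 1.24 for E2+ICI over control. A signal that also reached host cells would give such a rise. Human reads assigned to mouse genes are argued against there, with 109 UMIs of the human list beside 1521 of the mouse list. That test was added after the mouse result was seen and before its own value was. At the species threshold of 75%, an unnamed cluster of 540 mouse cells led by Cxcl10, Gbp5, Ifit2 and Ifi47 went the other way. It held 13.1% of control, 2.82% of E2 and 7.46% of E2+ICI mouse cells. Whether a signal reached the host cells as a whole therefore stays open. Of human cells with at least 5000 UMIs, thinned to 3000, 75.3% in the E2 library and 89.0% in the E2+ICI library had more list UMIs than the median control cell, against 29.5% in the control library. Whether 1 of the 2 pooled tumours carried the rise cannot be told apart from a rise in both, since nothing in the matrices assigns a cell to a tumour. The treatment stays open as a cause.

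Some estrogen-induced genes rose with E2 and fell with E2+ICI. A response of list genes to the receptor and its antagonist would put more such genes in the list than in random lists. Over 0.25 log2 in each step, 5 of 32 genes did so, within the range of 0 to 6 in the middle 95% of random lists. They were GREB1, CCND1, SLC7A5, SLC39A6 and SUSD3, named after their values were seen. With TMM scaling 7 did, within 2 to 9. The opposite course was not part of the test. It was taken by 12 genes, above 1 to 9 in random lists, but by 5 with TMM scaling, within 0 to 6. In the estrogen-lowered list 5 of 9 genes fell and then rose, above 0 to 4 in random lists and above 0 to 3 with TMM scaling. A response of other genes was not tested. Because dosing had ended before the tumours were taken, a response that had since faded cannot be told apart from none.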
